# Spt3 and Spt8 Are Involved in the Formation of a Silencing Boundary by Interacting with TATA-Binding Protein

**DOI:** 10.3390/biom13040619

**Published:** 2023-03-30

**Authors:** Kazuma Kamata, Takahito Ayano, Masaya Oki

**Keywords:** boundary, SAGA complex, TBP, subtelomere, gene silencing, *Saccharomyces cerevisiae*

## Abstract

In *Saccharomyces cerevisiae*, a heterochromatin-like chromatin structure called the silencing region is present at the telomere as a complex of Sir2, Sir3, and Sir4. Although spreading of the silencing region is blocked by histone acetylase-mediated boundary formation, the details of the factors and mechanisms involved in the spread and formation of the boundary at each telomere are unknown. Here, we show that Spt3 and Spt8 block the spread of the silencing regions. Spt3 and Spt8 are members of the Spt-Ada-Gcn5-acetyltransferase (SAGA) complex, which has histone acetyltransferase activity. We performed microarray analysis of the transcriptome of *spt3Δ* and *spt8Δ* strains and RT-qPCR analysis of the transcript levels of genes from the subtelomeric region in mutants in which the interaction of Spt3 with TATA-binding protein (TBP) is altered. The results not only indicated that both Spt3 and Spt8 are involved in TBP-mediated boundary formation on the right arm of chromosome III, but also that boundary formation in this region is DNA sequence independent. Although both Spt3 and Spt8 interact with TBP, Spt3 had a greater effect on genome-wide transcription. Mutant analysis showed that the interaction between Spt3 and TBP plays an important role in the boundary formation.

## 1. Introduction

Transcriptional silencing is determined by histone modifications in *Saccharomyces cerevisiae*. The Sir2/4 proteins are recruited to the target region and deacetylate the neighboring histone H4 at Lysine 16. Sir3 interacts with deacetylated histones, followed by interaction with Sir2/4 proteins, leading to further histone deacetylation by Sir2 [1,2,3,4]. Thus, the silencing region formed by Sir proteins is expanded by this “step-wise” mechanism. Transcription of the *HM* regions, which is the sex-determining region, and the genes of telomeres are silenced by the Sir2/3/4 complex. On the other hand, *rDNA* transcription is silenced by Sir2 [5,6,7]. The histone acetyltransferase Sas2 is the counterpart of Sir2, a NAD+-dependent histone deacetylase [8,9], and Sas2 mediates the establishment of heterochromatin boundaries. The different mechanism of boundary formation from that of Sas2 histone modifications has been reported for the *tDNA* region adjacent to the *HMR* silencing region and for the promoter of the *CHA1* gene near the *HML* silencing region, which functions as an insulator [10,11,12,13]. However, many questions remain, such as the mechanism of boundary formation in native configurations, the number of boundary-forming factors, and the genetic regions regulated by boundary fluctuations.

Boundary factors in *Saccharomyces cerevisiae* have been identified by screening with the *HMR* locus and are roughly divided into eight groups: histone modification, transcriptional factor, cell cycle, SWI/SNF, TFIID, mediator, others, and unknown function [14]. In more detail, some of the components of the Spt-Ada-Gcn5-acetyltransferase (SAGA) complex were included in the histone modification group. The SAGA complex consists of 19 proteins, including a histone acetyltransferase and a H2B deubiquitinating enzyme, which are known to promote transcription initiation by interacting with TBP [15,16,17,18,19,20,21,22,23]. We previously focused on the large number of components of the SAGA complex uncovered earlier during screening, and reported that Sgf73, which has deubiquitination activity, Sgf29, which is involved in the recognition of H3K9me2 and H3K9me3, and Ada1, the core component of the SAGA complex, are important for boundary formation [24,25,26]. Screening has also revealed that TBP1 (also known as Spt15), which is known to interact directly with SAGA complex components Spt3 and Spt8, is capable of boundary formation; however, it is still not understood how the SAGA complex and TBP1 co-operate in boundary formation.

Spt3 and Spt8 are components of the histone modification complex SAGA [15,27]. Both Spt3 and Spt8 interact with TATA-binding proteins (TBPs) and regulate target gene expression positively and negatively [28,29,30,31,32,33]. As an example of negative regulation, binding of Spt3 and Spt8 to TBP prevents TBP from binding to the TATA box, resulting in repression of *HIS3* and *TRP3* genes [34,35]. However, when the binding of Spt3 and Spt8 to TBP is weakened, TBP binds to the TATA box and transcription is promoted [30]. In another mechanism, Spt3 interacts with Gcn5 and inhibits its function. Gcn5 is phosphorylated and activated by Snf1, but Spt3 inhibits Gcn5 function by binding to Gcn5 at the Snf1 interaction site [33]. Others have reported that deletion of *SPT3* gene decreases transcription of genes encoding a- and α-factors and causes defects in mating [36]. In addition, Spt3 is a component of both the SAGA complex and a SAGA-like (SLIK) complex, with a similar structure and function to the SAGA complex; however, the SLIK complex does not contain Spt8 [36,37,38,39]. The SLIK complex contains a C-terminal truncated Spt7 (1–1141 amino acids) instead of full-length Spt7 [40].

In this study, we found that Spt3 and Spt8 contribute to the formation of a silencing boundary at the right subtelomere of chromosome III (Chr III), and that the boundary function depends on the intensity of the interaction between the SAGA complex and TBPs via Spt3 and Spt8.

## 2. Materials and Methods

### 2.1. Yeast Strains

The *KanMX* gene was used to construct strains with deletion of the required gene (Knockout Strain Collection, Open Biosystems). To construct the deletion strain, a *KanMX* cassette flanked by the promoter and terminator of the target genes was prepared by PCR and introduced into yeast cells [41,42]. Transformed cells were selected using medium containing G418. *SIR3* deletion strains by *HphMX* were constructed using the same method used to construct *KanMX* strains and selected by Hygromycin B.

To obtain amino acid residue substitution mutant strains, the particular target gene was first replaced with the *URA3* gene and transformants were selected on uracil-free synthetic complete (SC) medium. Subsequently, *URA3* was replaced with the amino acid residue substituted target gene and the required colonies were selected on 5-fluoroorotic acid (5-FOA) medium [43]. Strains with the substituted telomeric sequence were constructed using the same method used to construct amino acid residue substitution mutant strains.

For *3xFlag-SPT7* strain construction, first, the plasmid (*URA3*-*SPT7* promoter-3xFlag-*SPT7* ORF) was inserted in the *SPT7* ORF, and transformants (*SPT7* promoter-*SPT7* ORF- *URA3*-*SPT7* promoter-3xFlag-*SPT7* ORF) were selected on uracil-free SC medium. Subsequently, *URA3* was deleted by intrachromosomal homologous recombination of the *SPT7* promoter and the *3xFlag-SPT7* strain was selected on 5-FOA medium. Other strains producing Flag-tagged proteins were constructed using the same methods.

G418 for *KanMX* selection and Hygromycin B for *HphMX* selection were added to YPD, uracil-free SC medium for *URA3* selection, and 5-FOA medium for *URA3* counterselection were used as needed.

Yeast cultures were grown on YPD medium at 30 °C.

The strains used in this study are listed in Table 1.

### 2.2. Plasmids

The plasmids bearing target genes fused to a Flag-tag encoding sequence were constructed by amplification of target genes with Gflex DNA polymerase (TaKaRa, Shiga, Japan) by PCR. The PCR products were purified using the GEX™ PCR DNA and Gel Purification Kits (GE Healthcare, Chicago, IL, USA) and inserted into pRS406 [44].

The *Escherichia coli* strain DH5α was used as a host for the plasmids, which were cultured in LB medium containing ampicillin at 37 °C.

### 2.3. RNA Extraction and Real-Time PCR Analysis

RNA analysis was performed as described previously [26]. The primers used for real-time PCR are listed in Table 2.

### 2.4. Microarray Analysis

Yeast cells were grown in YPD medium to mid-log phase and were collected by centrifugation. Total RNA was extracted from whole cell lysates using hot phenol and RNA (200 ng) was used for first strand cDNA synthesis using the GeneChip^®^ 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). aRNA (7.5 μg) was hybridized for 16 hr at 45 °C in a GeneChip Yeast Genome 2.0 Array. GeneChips were washed and stained in a Affymetrix Fluidics Station 450, and then scanned using the GeneChip Scanner 3000 7G System. The data were analyzed using Microarray Suite version 5.0 (MAS 5.0) with Affymetrix default analysis settings.

The accession number of the microarray data is GSE220290.

### 2.5. Immunoblotting

Western blotting was performed as described previously [25]. Anti-Flag M2 (Sigma, Sofia, Bulgaria) was used at a dilution of 1/5000.

### 2.6. Chromatin Immunoprecipitation (ChIP)

ChIP was performed to determine the boundary position of the Chromatin III right telomere region. ChIP assays were performed as described previously [45,46]. Yeast cells were grown until reaching OD600 = 1.5 at 30 °C in YPD medium and collected by centrifugation at 4 °C for 5 min. Cells were resuspended in 200 mL cross-linking buffer (10 mM Hepes-KOH pH 7.5, 3 mM MgCl) + 1% HCHO. Rabbit polyclonal anti-Sir3 antibody (a gift from Dr. Kamakaka) was used for immunoprecipitation. The amount of immunoprecipitated DNA was measured using the Applied Biosystems SYBR Green RT-PCR system. Chromatin VI right telomere regions were used as controls. The primers used for ChIP are listed in Table 3.

## 3. Results

### 3.1. Spt3 and Spt8 Regulate Subtelomere Genes

In budding yeast, the process of silencing regulation is not clear, and it is not known which regions and genes are regulated by the interaction of the SAGA complex and TBP. Microarray analysis was performed on *SPT3* deletion strain (*spt3Δ*) and *SPT8* deletion strain (*spt8Δ*) to determine which regions on the chromosome are regulated by SAGA-TBP. 

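Transcripts of WT, *spt3Δ* and *spt8Δ* cells were measured on Affymetrix Yeast Genome 2.0 arrays, with 1 array per strain, so no difference between strains has a replicate check. The deleted genes were read first. The signal of *SPT3* was 288 in WT and 332 in *spt8Δ*, and in *spt3Δ* it was not above background and at least 43.2-fold lower than in WT. The signal of *SPT8* was 346 in WT and 514 in *spt3Δ*, and in *spt8Δ* it was not above background and at least 40.2-fold lower than in WT. Cells were grown in YPD at 30 °C, in 5 mL cultures taken at an optical density of 0.7 according to the sample labels. Amplified RNA (7.5 μg) made from 200 ng of total RNA was hybridized for 16 h at 45 °C. The labels name BY4742, a *MATα* strain, as the background of all 3 strains, whereas Table 1 lists a *MATa* genotype. The authors processed each array with MAS5, which gives 1 signal per probe set and scaled the arrays to trimmed means of 500.4 (WT), 500.3 (*spt3Δ*) and 500.3 (*spt8Δ*). The log2 ratio of each mutant to WT was then taken for 5449 *S. cerevisiae* genes, averaging the probe sets of 1 gene. Over all genes, the median log2 ratio was 0.15 in *spt3Δ* and 0.067 in *spt8Δ*. After an intensity-dependent (loess) scaling these medians were −0.0046 and −0.0010, so ratios of gene groups are given beside those of random groups of like signal. The array also carries probe sets for the fission yeast *S. pombe*, and the 95th percentile of their signals served as the background of each array. It was 7.17 in WT, 6.67 in *spt3Δ* and 8.61 in *spt8Δ*, and 5340, 5322 and 5310 genes, respectively, were above it. Where only 1 of a pair of arrays was above background, the ratio is given as a bound, the bright signal over the higher of the other array's background and its own signal.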

The *spt3Δ* strain and *spt8Δ* strain showed significant changes in subtelomere silencing compared with the wild type strain (WT) (Figure 1). 

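Subtelomeric genes, taken as the 8 outermost probed genes of each of the 32 chromosome arms, were lower as a group in both mutants. In *spt3Δ*, 167 of the 256 subtelomeric genes had a lower signal than in WT, with a median log2 ratio of −0.24, against 0.17 for all other genes. In *spt8Δ*, 148 of the 256 were lower, with a median of −0.092, against 0.071 for the others. *PHO11*, which encodes an acid phosphatase, was 18.9-fold lower in *spt3Δ* and 4.43-fold lower in *spt8Δ*, on a probe set shared with a near-identical gene. It is also a phosphate gene, and all 13 measured phosphate genes, 2 of them subtelomeric, were lower in both mutants. Its ratio therefore need not reflect its place on the chromosome. *YIR042C*, a gene of unknown function, was at least 12.6-fold lower in *spt3Δ* and 2.76-fold lower in *spt8Δ*. *GEX1*, a glutathione exchanger gene whose probe set is also shared, was at least 4.90-fold lower in *spt3Δ* and 1.97-fold lower in *spt8Δ*. The ratios lay lowest at the chromosome ends. The 128 genes at places 1 to 4 from the end had a median of −0.40 in *spt3Δ* and −0.21 in *spt8Δ*, those at places 5 to 8 had −0.10 and −0.035, and the 256 genes at places 9 to 16 had 0.026 and 0.0063. Both group medians lay below all of 10000 random gene lists of the same size and signal, whose central 95% spanned 0.021 to 0.19 in *spt3Δ* and 0.013 to 0.12 in *spt8Δ*, as a description of these arrays.

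**Figure D1:**
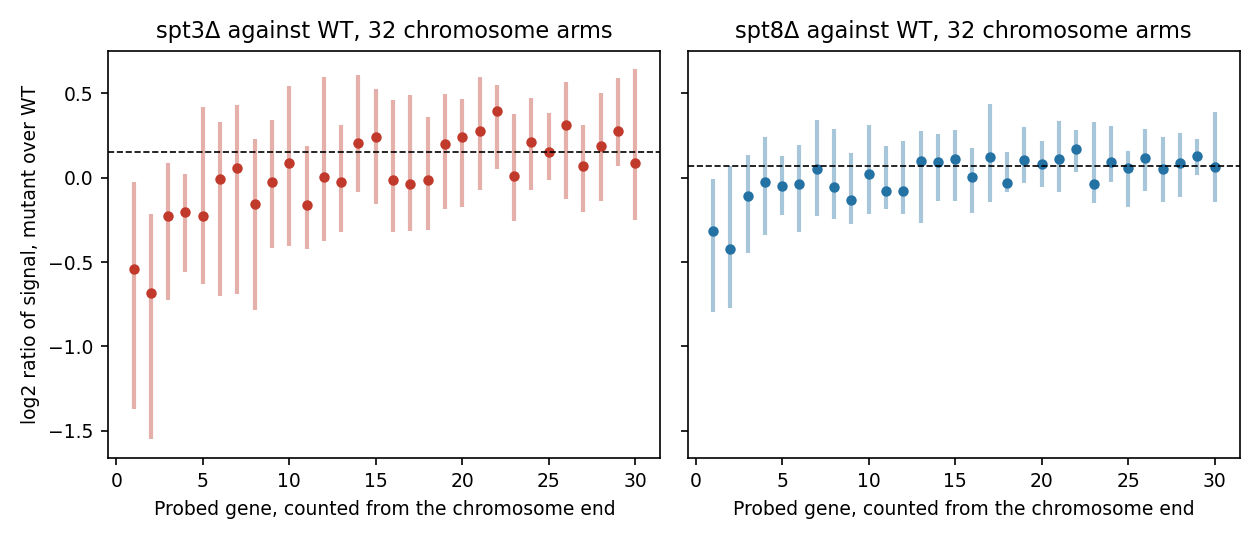
Log2 ratio of the mutant signal to the WT signal (vertical axis) of the probed genes at each place counted from the chromosome end (horizontal axis), over 32 arms, for *spt3Δ* (left) and *spt8Δ* (right). Points are medians over arms, bars run from the lower to the upper quartile, and the dashed line is the median of all genes. At the outermost place the median was −0.54 in *spt3Δ* and −0.31 in *spt8Δ*.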

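Lower in both mutants were 71 genes and higher in both were 32, where a gene counted as lower or higher if its log2 ratio lay more than 2 SD from the mean of all genes; with a robust SD 175 were lower in both. Genes of phosphate supply had some of the lowest ratios: *SPL2*, a regulator of phosphate transport, was 27.7-fold lower in *spt3Δ* and 22.3-fold lower in *spt8Δ*, and the phosphate transporter gene *PHO89* was 19.2-fold and 11.7-fold lower. *WSC4*, of a family of cell wall stress sensors, was 9.97-fold lower in *spt3Δ* and 17.6-fold lower in *spt8Δ*. *SER3*, an enzyme of serine synthesis, was higher in both, by 18.3-fold in *spt3Δ* and 16.3-fold in *spt8Δ*, and the sulfate permease gene *SUL2* was 6.17-fold and 3.25-fold higher. Called in opposite directions were 9 genes, all lower in *spt3Δ* and higher in *spt8Δ*, 7 of them not above background on at least 1 array. Of the 32 shared higher genes 15 were above background on all arrays, and of the 71 shared lower genes 54 were. Of these 71, selected with a threshold further from WT in *spt3Δ*, 61 lay further from WT in *spt3Δ*, with medians of 5.15-fold and 2.77-fold lower; of the 75 genes lower by 2-fold in both, 56 did, with medians of 3.69-fold in *spt3Δ* and 2.80-fold in *spt8Δ*. Under a threshold of 2-fold, 229 genes were lower and 226 higher in *spt3Δ*, against 101 and 92 in *spt8Δ*. Across genes, which are not replicates, the log2 ratios correlated with r = 0.64, and their SD was 0.68 in *spt3Δ* and 0.48 in *spt8Δ*. Both comparisons use the same WT array, so these values lie above 0 without any effect. In simulation, 2 unchanged arrays gave r = 0.50 and 37.4% of lower and 37.4% of higher calls shared, taken over the shorter list. Their covariance of 0.060 only restates the noise level assumed for them (0.21 here, 2.28 over *S. pombe* probe sets). The simulated r and shared calls follow from noise assumed to be equal on all arrays. A noisier WT array would raise both without any effect. The shared genes here were 61.2% of the lower genes of *spt8Δ* and 47.7% of those of *spt3Δ*, and 36.0% of the higher genes of *spt8Δ* and 60.4% of those of *spt3Δ*. Independent lists would share 3.17 lower and 0.866 higher genes, and part of the excess may come from the shared WT array.

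**Figure D2:**
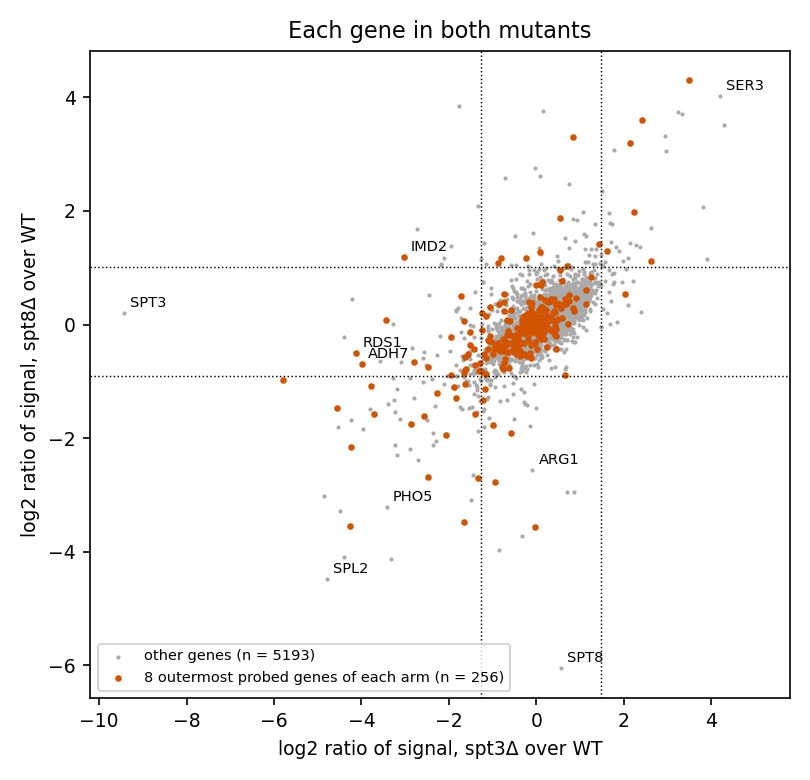
Log2 ratio of signal to WT in *spt3Δ* (horizontal axis) and *spt8Δ* (vertical axis) for each of 5449 genes, including genes below background, with subtelomeric genes in orange. Dotted lines mark 2 SD from the mean of all genes. *SPL2* and *PHO5* lie low and *SER3* high on both axes, whereas *SPT3* and *SPT8* are each low only in their own deletion strain.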

The genes showing differences in expression were almost identical between *spt3Δ* and *spt8Δ* strains, but overall, expression changes were greater in *spt3Δ* than in *spt8Δ*.

To confirm that Spt3 and Spt8 affect subtelomeric region dominance, we analyzed trends in genes with fluctuating expression levels, focusing on their distance from telomeres. We checked the position of the genes at the chromosomes and found that 270 genes of all yeast genes (5517 genes) were located within 30 Kb from telomeres (subtelomeres), and the frequency rate of subtelomere genes was approximately 5% (270/5517). 

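The arrays measured 5449 genes, and the 8 outermost probed genes on each arm made up 256 of them, or 4.70%. Gene order came from the R64 assembly. Distances in kb were not used here, because the sources name no assembly for the gene positions. All 8 measured genes of the *COS* family, membrane proteins encoded near telomeres, were in this group, as were 8 of 13 measured seripauperin (*PAU*) genes, 4 of 5 aryl-alcohol dehydrogenase (*AAD*) genes, 6 of 14 hexose transporter (*HXT*) genes and 5 of 14 genes of iron uptake. Subtelomeric genes had lower signals, with a median of 118 in WT against 442 for the other genes. Of the 256, 52 had a probe set shared with other genes, and 15 were not above background on any array.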

If the effects of Spt3 and Spt8 occur randomly throughout the genome, we considered that the frequency rate of affected genes in subtelomeres is about 5% in *spt3Δ* or *spt8Δ* compared with WT. 

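In *spt3Δ*, 149 genes were lower than WT by more than 2 SD (log2 ratio below −1.26, 0.417-fold), and 53 were higher by more than 2 SD (above 2.78-fold). Subtelomeric genes made up 38 of the 149 lower genes (25.5%, exact 95% binomial interval 18.7 to 33.3, counting error only) and 7 of the 53 higher genes (13.2%, 5.48 to 25.3; central 95% of random lists of like signal 5.66% to 20.8%). Among the 2605 genes within 0.5 SD of the mean, 92 were subtelomeric (3.53%). Outside the subtelomeres, the lowest ratios above background on both arrays included *PHM6*, a gene regulated by phosphate, at 28.7-fold lower than WT. The highest included *SNO1*, of vitamin B6 metabolism, at 15.0-fold, *SPO22*, a meiosis gene, at 4.88-fold, and *MET3*, the ATP sulfurylase of sulfate assimilation, at 4.41-fold higher. In 10000 random lists of 149 genes with like signals, the subtelomeric share lay between 6.71% and 15.4% in the central 95% and reached 20.1% at most. Of the 149 lower genes, 103 were above background on both arrays, 29 on 1 and 17 on neither. With a robust SD in place of the SD, the count of lower genes was 265.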

In the *spt3Δ* compared with WT, there were 149 genes downregulated by a less than two-fold standard deviation (−2σ, 0.46-fold), of which 46 genes were located in the subtelomere, and the frequency rate was approximately 30% (46/149) (Figure 2A, left; *p* = 3.9 × 10^−9^, Fisher’s test). Similarly, in the *spt8Δ*, 143 genes were downregulated by <−2σ (0.59-fold) and 25 genes were located in the subtelomere. From this, the frequency rate was approximately 17% (25/143) (Figure 2A, right; *p* = 1.1 × 10^−3^). Furthermore, gene ontology analysis of the downregulated genes in *spt3Δ* showed enrichment of genes involved in the stress response (Figure 2B). This is consistent with previous reports showing that, among TBP target genes, SAGA-dominated genes are involved in the stress response [32], and that many stress response genes are contained in subtelomeric region [47,48]. These results indicate that the genes regulated by the SAGA-TBP interaction are strongly enriched in subtelomeric regions.

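In *spt8Δ*, 116 genes were lower than WT past the threshold (log2 ratio below −0.91, 0.533-fold) and 89 were higher (above 2.02-fold). Of the lower genes 23 were subtelomeric (19.8%, exact 95% binomial interval 13.0 to 28.3), and of the higher genes 15 (16.9%, 9.75 to 26.3; central 95% of random lists of like signal 7.87% to 20.2%). Among the 3183 genes within 0.5 SD of the mean, the share was 3.02%. *PHO5*, the main secreted acid phosphatase, was 9.33-fold lower in *spt8Δ* and 10.7-fold lower in *spt3Δ*, and *PHM6* was 8.10-fold lower in *spt8Δ*. *ARG1* and *ARG3*, of arginine synthesis, were 5.94-fold and 3.47-fold lower in *spt8Δ*, against 1.07-fold and 1.11-fold lower in *spt3Δ*. Random lists of 116 genes with like signals held 5.17% to 15.5% subtelomeric genes in their central 95% and 20.7% at most. With 50 added to each signal the subtelomeric share of the lower genes was 10.3% (random lists in that setting 1.47% to 8.09%), and with a robust SD 306 genes were lower.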

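Of 48 targets of the general stress response and heat shock pathways, 29 had a lower and 19 a higher signal in *spt3Δ* than in WT; 10 were lower past the threshold, none was higher and 38 were neither. *DDR2*, a stress-induced gene, was 14.0-fold lower, *SPI1*, a cell wall protein of stationary phase, 6.07-fold, and *HSP12*, a membrane-stabilizing heat shock protein, 5.61-fold lower. *XBP1*, a stress-induced repressor, was at least 2.09-fold lower, and *YGP1*, *GPH1*, *GLK1*, *HSP30*, *DDR48* and *GPD1* were 3.15-fold, 2.93-fold, 2.87-fold, 2.64-fold, 2.51-fold and 2.42-fold lower. The chaperone gene *HSP104* was 1.66-fold higher, within the threshold. In *spt8Δ*, 36 of the 48 lay below and 12 above WT; past the threshold, 9 were lower, 1 was higher (*TMA10*, 2.16-fold) and 38 were neither, with *HSP12* 3.20-fold, *DDR2* 2.81-fold and *GPH1* 2.77-fold lower. The median log2 ratio of the list was −0.32 in *spt3Δ* and −0.28 in *spt8Δ*, below all of the random lists of like signal, whose central 95% began at −0.0041 in *spt3Δ* and −0.024 in *spt8Δ*. Of the 48 genes, 2 were subtelomeric. With 50 added to each signal the median in *spt3Δ* was −0.18. The gene ontology analysis of Figure 2B was not repeated here.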

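Gene families with members near telomeres differed in how far they lay from WT. All 8 *COS* genes were lower in *spt3Δ*, with a median log2 ratio of −1.02 and 3 past the threshold, namely *COS12*, *COS10* (3.13-fold lower) and *COS8*; in *spt8Δ* 7 of 8 were lower, with a median of −0.35 and *COS12* alone past the threshold. The *PAU* genes, all read by shared probe sets, had medians of −0.43 in *spt3Δ* and −0.12 in *spt8Δ*, with *PAU4* past the threshold in *spt3Δ* at 2.69-fold lower and 12 of 13 neither. The *AAD* genes had medians of −0.37 and −0.46, with *AAD3* past the threshold in *spt3Δ*. Flocculation genes (5 measured, 2 of them subtelomeric) had medians of −0.22 and −0.089, with none past the threshold. With 50 added to each signal the *PAU* medians were −0.21 and −0.024, the *AAD* medians −0.27 and −0.23 and the flocculation medians −0.14 and −0.052. Hexose transporter genes had medians of −0.14 and 0.14, which changed sign to 0.091 and −0.011 after quantile normalization. Among random lists of like signal, the *COS* medians were at percentiles 0 and 0.08, the *PAU* medians at 0.26 and 3.95, the *AAD* medians at 6.37 and 1.62, the flocculation medians at 8.19 and 16.8, and the hexose transporter medians at 31.2 and 76.1. By place on the arm, 27 of 128 genes (21.1%) at places 1 to 4 were past the lower threshold in *spt3Δ* and 15 (11.7%) in *spt8Δ*, against 93 (2.07%) and 83 (1.85%) of the 4496 genes beyond place 30. Past the upper threshold at places 1 to 4 were 4 genes in *spt3Δ* and 8 in *spt8Δ*, against 37 and 63 beyond place 30. These counts by place are not matched on signal, and subtelomeric genes are dimmer, so scatter at low signal may add to both directions. The paper reasons that a random effect would leave the frequency of subtelomeric genes at that of the whole genome. From the higher frequencies among downregulated genes in both mutants, and from the stress response genes in *spt3Δ*, it concludes that genes regulated through SAGA and TBP are enriched near telomeres.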

### 3.2. Spt3 and Spt8 Are Involved in the Subtelomere Silencing Boundary

We investigated boundary regions within 20 kb of the telomere using the one-sample *t*-test. In the *spt3Δ* strain, the expression of genes located at subtelomere regions of chromosome III right (IIIR), IV left (IVL), IVR, VIIIL, VIIIR, XVL, and XVIR were significantly downregulated. In particular, genes on the chromosome III right telomere region (Chr IIIR) showed significant variations in *spt3Δ*, which was also the case for the *spt8Δ* strain. Therefore, we focused on Chr IIIR.

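In *spt3Δ*, the arm medians of the 8 outermost probed genes were −0.31 on IVL, −0.93 on IVR, −0.75 on VIIIL, −0.73 on VIIIR, −0.68 on XVL and −0.63 on XVIR. On IVL the sorbitol dehydrogenase gene *SOR2* (shared probe set) was 3.54-fold lower, and on IVR *YDR541C* was 2.94-fold lower. On VIIIL *COS8* was 2.87-fold and *YHL048C-A* 2.48-fold lower. On VIIIR *IMD2*, an IMP dehydrogenase gene of GTP synthesis with a shared probe set, was 8.15-fold lower, *YHR214C-D* 5.57-fold and *YHR214C-E* at least 6.30-fold lower. On XVL *ENB1*, a siderophore transporter gene, was 3.08-fold lower. On XVIR the arsenite exporter gene *ARR3* was at least 3.57-fold and the arsenate reductase gene *ARR2* 2.64-fold lower. These 6 arms and IIIR, picked by the study on these same arrays, were among 11 of 32 arms below the 2.5th percentile of random lists of like signal. Chance gives 0.8 for lists of scattered genes, which do not hold runs of neighbors as an arm does. No arm lay above the upper end of the central 95% of the lists. The other 4 were VIIL (−1.08), XIIIR (−0.59), XR (−0.57) and VIL (−0.34); on VIIL the telomere-proximal *COS12* was 13.8-fold and the zinc transporter gene *ZRT1* 3.06-fold lower. With settings chosen after the data were seen, medians without shared probe sets were 0.12 on VIL, −0.13 on VIIIR and −0.86 on XIIIR; over 5 genes they were −2.48 on VIIIR, −0.93 on XVIR, −0.24 on XIIIR, −0.010 on VIL and −0.0049 on XR; and over 12 genes −0.30 on IVR, −0.29 on XIIIR, −0.15 on VIIIR, 0.031 on VIL and 0.099 on XVIR. With settings fixed in advance, VIIIR gave −1.31 with genes above background only, and with 50 added to each signal VIIIR gave −0.064, XIIIR −0.12, XR −0.18, VIIL −0.19, XVL −0.25, VIIIL −0.32, XVIR −0.33 and IVR −0.55.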

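On Chr IIIR, genes from *GIT1* to *AAD3* were lower in *spt3Δ* and closer to WT in *spt8Δ*. *RDS1*, a zinc cluster transcription factor gene, was at least 11.0-fold lower in *spt3Δ* (signal 73.1 in WT and 4.21 in *spt3Δ*) and 1.42-fold lower in *spt8Δ*. *ADH7*, an alcohol dehydrogenase gene, was at least 8.00-fold lower in *spt3Δ* (53.4 and 3.36) and 1.62-fold lower in *spt8Δ*. *AAD3*, the mean of 3 probe sets, was at least 8.42-fold lower in *spt3Δ* and 1.06-fold higher in *spt8Δ*; its 2 shared probe sets gave log2 ratios of −4.35 and −2.37 in *spt3Δ* and −0.36 and 0.75 in *spt8Δ*, and its unique one, under background in *spt3Δ*, was at least 5.64-fold lower there and 1.12-fold lower in *spt8Δ*. *YCR102C* was at least 5.13-fold lower in *spt3Δ* and 1.58-fold in *spt8Δ*, *GIT1*, a glycerophosphoinositol transporter gene, 4.58-fold and 1.15-fold, *YCR099C* 3.84-fold and 1.16-fold, and *PAU3* (shared probe set) 2.37-fold and 1.07-fold. *YCR108C*, the outermost gene, was 1.47-fold higher in *spt3Δ* and 3.66-fold higher in *spt8Δ*, from a WT signal of 8.46 near background (log2 ratio 0.47 in *spt8Δ* with 50 added to each signal), and *YCR101C* was not above background on any array. Over the 8 outermost probed genes the median log2 ratio was −2.37 in *spt3Δ* (percentile 0.01 of random lists of like signal), with 5 genes past the lower threshold, and −0.15 in *spt8Δ* (percentile 24.2), with none past the lower threshold and 1 past the upper. The 9 measured genes of Figure 3A had medians of −2.19 and −0.20, with 6 and 0 lower, but this list was chosen by the study on these arrays and is not independent evidence of its direction. With 50 added to each signal the *spt3Δ* median of the 8 genes was −0.70, and 3 were past the lower threshold of that setting.

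**Figure D3:**
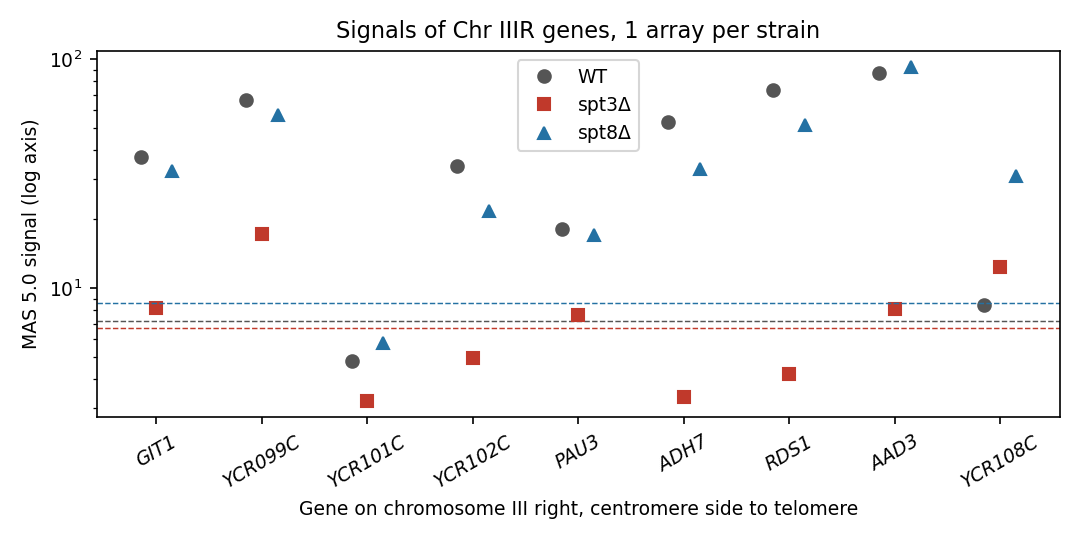
Signal on a log axis (vertical) of 9 Chr IIIR genes ordered from the centromere side to the telomere (horizontal), with 1 array each for WT (gray circles), *spt3Δ* (red squares) and *spt8Δ* (blue triangles). Dashed lines give the background of each array in the same colors. From *GIT1* to *AAD3* the *spt3Δ* signal is the lowest of the 3, and for *YCR101C*, *YCR102C*, *ADH7* and *RDS1* it lies under background.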

To confirm the microarray results, we measured gene expression at the Chr IIIR by RT-qPCR (Figure 3). In Figure 3A, the genes analyzed are indicated in gray. Chr IIIR genes were mostly downregulated in the *spt3Δ* strain (Figure 3B). In the *spt3Δ* strain, expression of all genes was downregulated at the Chr IIIR except for *YCR108C*. Among them, the expression levels of *AAD3*, *RDS1*, *ADH7*, and *YCR102W-A* were less than 50% of the WT. Similar results were observed for *spt8Δ*, but the effect was not as great as in *spt3Δ*. There were no transcriptional changes in *YCR108C* expression in both the *spt3Δ* strain and *spt8Δ* strain. Because *YCR108C* may always be silenced by Sir2/3/4 proteins or is intrinsically not transcribed, *YCR108C* expression showed no changes.

To determine whether this wide range of repression was attributed to SAGA complex regulation or to silencing spread, *SIR3* was deleted from the *spt3Δ* or *spt8Δ* strains (Figure 3B). The expression of Chr IIIR genes in double mutant strains was comparable to that in the *sir3Δ* strain. This result indicated that repression of Chr IIIR genes was caused by silencing spread rather than SAGA complex regulation.

### 3.3. Interaction between Spt3 and TBPs Is Important for Telomere Silencing Boundary Formation

The results suggested that Spt3 and Spt8 contributed to the formation of the Chr IIIR silencing boundary. However, the specific function required for boundary formation remained unclear. It is remarkable that the patterns of gene expression in *spt3Δ* and *spt8Δ* strains were distinctly different between *YCR108C*, which is located near the telomere, and *AAD3*, which is located right next to *YCR108C* (Figure 3B).

Therefore, we hypothesized that a DNA sequence-dependent silencing boundary exists between *YCR108C* and *AAD3*. To test this hypothesis, we generated a yeast strain in which the region between *AAD3* and *YCR108C* was replaced by an ampicillin resistance (amp^R^) gene sequence, which is normally not present in yeast. Considering the possibility that the ARS319 sequence between *AAD3* and *YCR108C* may affect boundary formation, we generated the Amp-ARS319 strain, which replaced the region from *AAD3* to ARS319, and the Amp-YCR108C strain, which replaced the region from *AAD3* to *YCR108C* (Figure 4A), and performed RT-qPCR at the Chr IIIR. Contrary to expectations, insertion of the amp^R^ gene sequence into the intergenic region (Amp-ARS319 and Amp-YCR108C) did not affect gene expression within the Chr IIIR, indicating that the regulation of the silencing region by boundary formation is independent of the DNA sequence between *AAD3* and *YCR108C* at Chr IIIR (Figure 4B).

Based on these results and the known interaction between Spt3/8 and TBP [29,30,31], we predicted that transcription of the genes at Chr IIIR would be activated by SAGA-TBP, which would suppress the spread of the silencing region from the telomere. To elucidate the effects of the SAGA-TBP interaction on transcriptional regulation at Chr IIIR, we first focused on Spt3, a TBP binding partner within the SAGA complex. The mutants of Spt8, another TBP interaction partner that is a component of SAGA complex, were not used because *spt8Δ* had a weaker effect on gene expression changes than *spt3Δ*.

We investigated the effect of two previously identified mutations in the SPT3 gene that affect the interaction of Spt3 with TBP on gene transcript levels at Chr IIIR. The first Spt3 (Y193C) mutant strain (*spt3(Y193C)*) produces Spt3 with a Y193C amino acid residue substitution that attenuates the interaction with TBP. Conversely, the second Spt3 (E240K) mutant strain (*spt3(E240K)*) has Spt3 with an E240K substitution resulting in a stronger interaction with TBP and reduced TBP recruitment to the TATA box [16,28,49]. Both of these substitutions affect the SAGA-TBP interaction and, like *spt3Δ*, are assumed to disrupt the boundary and repress gene expression at Chr IIIR. Contrary to expectations, *spt3(Y193C)* did not show a decrease in gene expression (Figure 5A). In addition, deletion of the *SIR3* gene in the *spt3(Y193C)* strain (*spt3*(*Y193C*) *sir3Δ*) resulted in slightly higher expression levels of some genes than in the *sir3Δ* strain. Transcription of some genes was downregulated in *spt3(E240K)*, as well as gene transcription levels in the *spt3(E240K) sir3Δ*, in contrast to *spt3(Y193C)*. These results indicated that in some genes at Chr IIIR, the effects of Y193C and the E240K substitutions in Spt3 were dependent on the presence of Sir3 protein.

Next, we analyzed the effects of TBP mutations on the transcription level of genes at Chr IIIR. Three TBP (Spt15) amino acid residue substitution mutants, T153I, R171E, and G174E, have been reported to weaken TBP recruitment to the TATA box, interaction with Spt8, and interaction with Spt3 [28,35,50,51,52]. We used TBP mutant strains (*spt15(T153I), spt15(R171E), spt15 (G174E)*) and analyzed the transcription level of genes at Chr IIIR to determine whether the recruitment of TBP by SAGA or the transfer of TBP to the TATA box via Spt3 or Spt8 affects boundary formation. No transcriptional repression was observed for genes at Chr IIIR in the *spt15(T153I)* strain and *spt15(R171E)* strain, showing a similar trend to WT. The *spt15(T153I) sir3Δ* strain and *spt15(R171E) sir3Δ* strain also showed similar results to the *sir3Δ*, so TBP recruitment and interaction with Spt8 did not critical affect boundary formation at Chr IIIR. However, Chr IIIR genes were significantly repressed in the *spt15 (G174E)* mutant. Furthermore, we confirmed that gene expression at Chr IIIR in *spt15(G174E)* was restored by *sir3Δ* (*spt15(G174E) sir3Δ*). These results were similar to those obtained using the *spt3Δ* strain. This indicated that proper interaction between TBPs and Spt3 is critical for boundary formation.

### 3.4. The SAGA Complex Is Required for Boundary Formation

The results described above suggested that interaction between the SAGA complex and TBPs is important for Chr IIIR boundary formation. The SLIK complex, which is similar to the SAGA complex, does not contain Spt8, whereas it does contain a truncated form of Spt7 (C-terminal truncated resulting in a protein of 1–1141 amino acid residues). However, it is unclear when SAGA and SLIK are used differently in cells. Therefore, we constructed a yeast strain in which only SLIK complexes were present and measured transcriptional expression of Chr IIIR genes. To confirm presence of truncated Spt7 (SLIK-specific), a 3xFlag-tag was added to the C-terminus (SLIK-Flag strain). We extracted and fractionated proteins from the SLIK-Flag strain and the strain expressing Spt7 with a 3xFlag-tag at the C-terminus (Flag-Spt7 strain) as a control for forming the SAGA and SLIK complexes, and detected bands of the SAGA and SLIK complexes by Western blotting using an anti-Flag antibody (Figure 6A). A band was detected in the SLIK-Flag strain at the same position as the second band of Flag-Spt7 (SLIK complex), confirming the formation of the SLIK complex in the SLIK-Flag strain. Assessment of the transcriptional expression of Chr IIIR genes with the SLIK strain (Figure 6B) showed that *AAD3*, *RDS1*, *ADH7*, *YCR102W-A*, and *YCR101C* were downregulated to approximately 20–60%, and *YCR100C*, *YCR099C*, and *GIT1* expression levels were decreased to approximately 70%. This expression pattern was similar to that of *spt8Δ* strains (Figure 3B). The above results suggested that Spt3 functions in the boundary formation by SAGA-TBP at Chr IIIR, and Spt8 is predicted to assist in the interaction between Spt3 and TBP by maintaining the structure of SAGA.

### 3.5. Spt3 and TBP Mutations Lead to the Spread of the Silencing Region

The results suggested spreading of the silencing region at Chr IIIR in *spt3*, *spt8*, and *spt15* mutants. To determine whether the transcriptional repression was attributed to silencing region spread by Sir2/3/4 complex, we performed chromatin immunoprecipitation (ChIP) analysis targeting Sir3 in the *spt3Δ*, *spt8Δ*, and *spt15(G174E)* strains at Chr IIIR (Figure 7A). Tel 0.5 and Tel 7.5 served as positive and negative controls, respectively. In all strains, Sir3 level was not significantly changed at *YCR108C*, which is the intrinsically silenced gene. The Sir3 level was significantly increased at the *RDS1* and *ADH7* promoter regions (Figure 7B). This results strongly suggested that Spt3 and Spt8 are involved in the formation of the Chr IIIR silencing boundary.

## 4. Discussion

In this study, we focused on the SAGA complex as one of the boundary-forming factors involved in the silencing of Chr IIIR by analyzing the contribution of its components, Spt3 and Spt8, to boundary formation. We found that boundary formation at Chr IIIR was regulated by the interaction between TBP and Spt3 and/or Spt8, which are components of the SAGA complex. However, although our results suggested that the boundary formed by SAGA-TBP was located between *AAD3* and *YCR108C* (Figure 3B), replacing the sequence in this intergenic region with an amp^R^ sequence did not affect the transcription of genes at Chr IIIR, suggesting that boundary formation at Chr IIIR is not dependent on the DNA sequence between *AAD3* and *YCR108C* (Figure 4B). However, gene expression levels throughout Chr IIIR were decreased not only in the *spt3Δ* and the *spt8Δ*, which are involved in the interaction with TBP, which is important for transcription, but also in the *spt15(G174E)* mutant strain, which has a weakened interaction with Spt3, and the SLIK-Flag strain, which lacks Spt8 (Figure 3B, Figure 5B and Figure 6B). We attribute this to a decrease in the amount of TBP recruited to the TATA box, which resulted in decreased transcription and failure of TBP to function as a boundary. In fact, transcription was restored in *sir3Δ* of these mutants. We propose that SAGA acts at *ADH7* to create a transcription-friendly environment for the two adjacent telomere-proximal genes *RDS1* and *AAD3*. This “synergy in transcriptional activity” creates a boundary at *AAD3* that blocks the spread of the silencing region from the telomere. Indeed, among the genes in this region, *ADH7* has been reported to have a TATA sequence that is more SAGA-dominant than TFIID [53,54], and in our experiments, the transcription of *ADH7* was reduced in each mutant strain (*spt3Δ*, *spt8Δ*, and *spt15(G174E)*) (Figure 3B and Figure 5B). Furthermore, the transcript levels of *RDS1* and *AAD3* were higher than those of *ADH7*, suggesting that the transcription of these genes functions synergistically as a boundary. However, our results do not prove that SAGA complex directly affects this subtelomere region. Therefore, it is possible that factors that truly form the boundary of the Chr IIIR are under the control of SAGA-TBP. This is also the case because the SAGA complex regulates the expression of stress response genes, and it is assumed that genes induced in response to specific stresses are responsible for the regulation of boundary formation at Chr IIIR. It also cannot be ruled out that the downregulation of gene expressions at Chr IIIR by mutant strains of SAGA complex and TBP may be the result in the spreading of the silencing region due to the indirect upregulation of *SIR* genes by the mutation.

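On the arrays, *spt8Δ* had 7 arms below the 2.5th percentile of random lists of like signal, namely IL (−0.71), XVL (−0.45), VIIL (−0.40), XVIR (−0.38), IVR (−0.36), XR (−0.35) and IXL (−0.17). On IVL the median log2 ratio in *spt8Δ* was −0.19 (percentile 4.08), and *SOR2* (shared probe set) was 2.44-fold lower. Without shared probe sets, a setting chosen after the data were seen, IVL kept 4 genes, with a median of −0.17 and 0 past the lower threshold. On IXL 0 of the 8 genes were past the threshold, and the median was at percentile 2.48. On VIIR the median was 0.011 (percentile 68.9), with 4 of 8 genes lower than WT. On VIIL *COS12* was 2.13-fold lower and on VIIIR *YHR214C-E* 2.96-fold lower, while *IMD2* on the same arm was 2.28-fold higher. With settings chosen after the data were seen, the XVL median was 0.051 and the IL median −0.34 with signals below background raised to it; over 5 genes IVL gave −0.55, IVR −0.51, IXL −0.30, XR 0.12 and VIIR 0.24; over 12 genes IL gave −0.28, IVR −0.17 and IXL 0.0078; and without shared probe sets IXL gave −0.0093. With 50 added to each signal, a setting fixed in advance, IL gave −0.10, VIIL −0.12 and XVL −0.12.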

The *spt8Δ* strain showed gene repression at Chr IIIR and other subtelomeres (VIIR, IVL, and IXL) (Figure 3). The SAGA and SLIK complexes regulate stress response genes, and subtelomere regions contain many stress response genes [47,48]. Normally, the SAGA complex is more abundant than the SLIK complex; however, the abundance of the SAGA complex is decreased under *spt8Δ*. Although SAGA/SLIK complexes regulate stress response genes, subtelomere genes were repressed in the *spt8Δ* strain (Figure 3). This result appears contradictory because upregulation of the SLIK complex in response to stress decreases the stability of the silencing boundary. Furthermore, TFIID or SAGA complex dependency is not detected at boundary collapsed regions [32]. Further analysis is needed to resolve the discrepancy.

The boundary is maintained when a complete SAGA complex is formed. However, the interaction between SLIK and TBPs is weakened when the complete SAGA complex is not formed, as in the SLIK-Flag strain, *spt8Δ* strain, or *spt3Δ* strain. Therefore, it is possible that the SLIK complex performs part of the SAGA complex function through the interaction. We hypothesized that this was a cause of the silencing boundary collapse in the *spt8Δ* strain. Indeed, the boundary was destabilized in the SLIK-Flag strain (Figure 6). In addition, there are two possible reasons for the smaller effects on the boundary in the *spt8Δ* or SLIK-Flag strain than in the *spt3Δ* strain. First, the interaction of TBPs with Spt8 was weaker than that with Spt3. Second, there are SAGA complexes lacking Spt8 (not complete SAGA) in a certain ratio. Actually, the *YCR108C* expression level was increased. Possibly, this is an unnatural effect specific to the SLIK-Flag strain, since the *spt8Δ* strain has an incomplete SAGA complex lacking Spt8, whereas the SLIK-Flag strain cannot make the SAGA complex at all. Therefore, *spt8* deletion had a smaller effect on boundary formation as *spt3Δ*.

The silencing boundary was collapsed in the *spt3Δ*, *spt8Δ*, the SLIK-Flag strain, and the *spt15(G174E)* mutant strain with a weakened interaction with Spt3, indicating that the boundary function of the SAGA complex required interaction with TBPs to a certain extent (Figure 5). However, almost no transcriptional repression was observed at Chr IIIR in *spt3* mutants compared to *spt3Δ* or *spt15(G174E)*. In particular, *spt3(E240K)* was not only identified as a suppressor of *spt15(G174E)*, it was also reported to bind TBP more strongly than the WT and reduce TBP recruitment to the TATA-box, without much effect on transcription [16,28,51]. However, *spt3(E240K)* functioned in the absence of Sir3 protein, as the *spt3(E240K) sir3Δ* strain showed lower transcript levels in some genes than the *sir3Δ* strain. Since *spt3(Y193C)* was identified as a suppressor of *spt3(E240K)*, we expected to see a decrease in the expression levels of some genes, such as *spt3Δ* and *spt15(G174E)*, but interestingly, an increase in transcript levels was observed for some genes. This result indicated that the interaction between Spt3 and TBP is weakened in *spt3(Y193C)* and that the increased recruitment of TBP to the TATA-box may have increased transcription. This effect was also stronger in the absence of Sir3 for some genes. This suggests that the interaction between SAGA and TBP may differ between open chromatin regions and silencing regions.

The SAGA complex interacts with TFIIS through Spt8. If this interaction was required for boundary function, it was presumed that *spt8Δ* or SLIK-Flag strain would destabilize the boundary, but not *spt3Δ* or *spt15* mutants. However, the boundary was collapsed not only in *spt8Δ* or SLIK-Flag strains, but also in *spt3Δ* or *spt15* mutants. This indicated that the interaction between SAGA and TFIIS is not required for boundary formation.

## Figures and Tables

**Figure 1:**
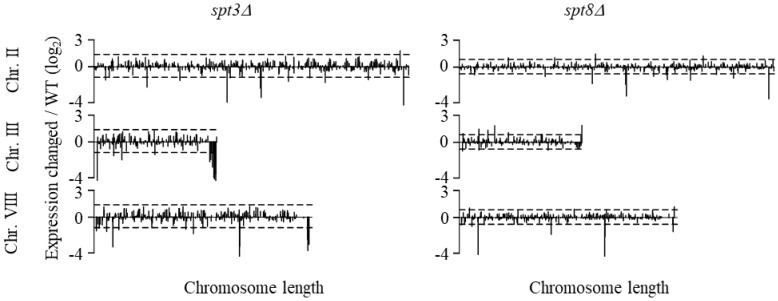
Spt3 and Spt8 regulate subtelomere gene expression. Changes in expression of genes from Chr II, III, and VIII in the *spt3Δ* and *spt8Δ* and the wild type (WT) strains as determined by microarray. Dotted lines show the average ± 2· standard deviation.

**Figure 2:**
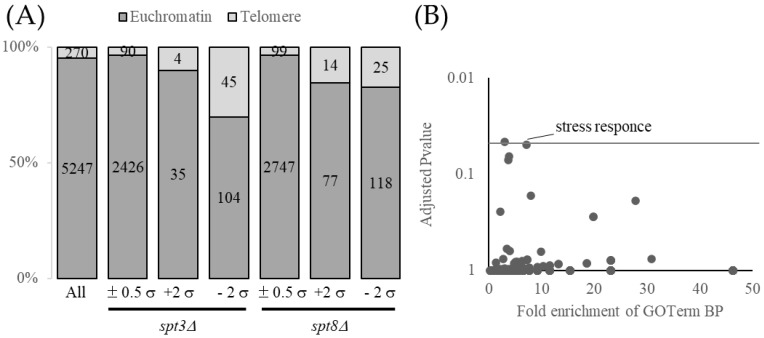
The *spt3Δ* and *spt8Δ* mutants showed a deficit in the silencing boundary. (**A**) A 100% stacked column chart of microarray analysis of the transcriptome of *spt3Δ* strain and *spt8Δ* strain. The numbers in the bar plot represent gene numbers. σ indicates standard deviation. ±0.5σ, +2σ, and −2σ indicate unchanged, upregulated, and downregulated genes, respectively, compared to WT. (**B**) The results of DAVID analysis of downregulated genes in *spt3Δ*. The GOTerm biological process (BP) category results were plotted on the *x*-axis. Fold enrichment means the ratio of the actual number of downregulated genes to the expected number of genes belonging to each term. Adjusted *p*-values were calculated by the Benjamini method.

**Figure 3:**
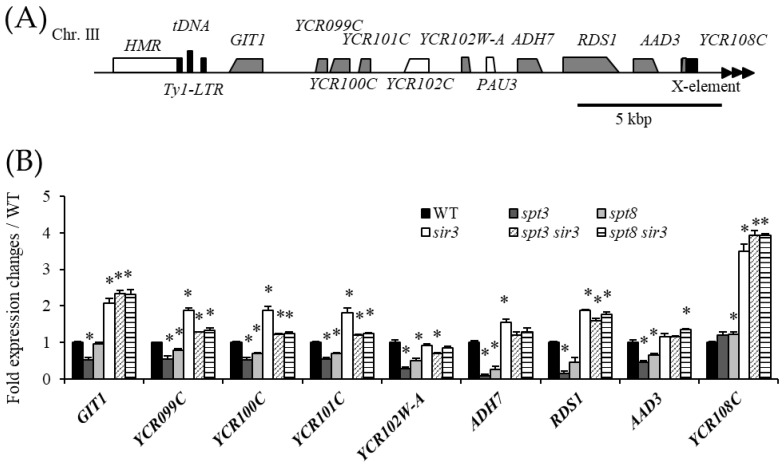
Spt3 and Spt8 are involved in boundary formation. (**A**) Gene map of Chr IIIR. Grey genes were measured gene expression. (**B**) Transcription level at Chr IIIR genes in the *spt3Δ* strain and *spt8Δ* strain, and in the *sir3Δ* strain by RT-qPCR. Asterisks mean *p* < 0.05 compared with WT (Student’s *t*-test). Error bars show standard errors calculated from three independent experiments.

**Figure 4:**
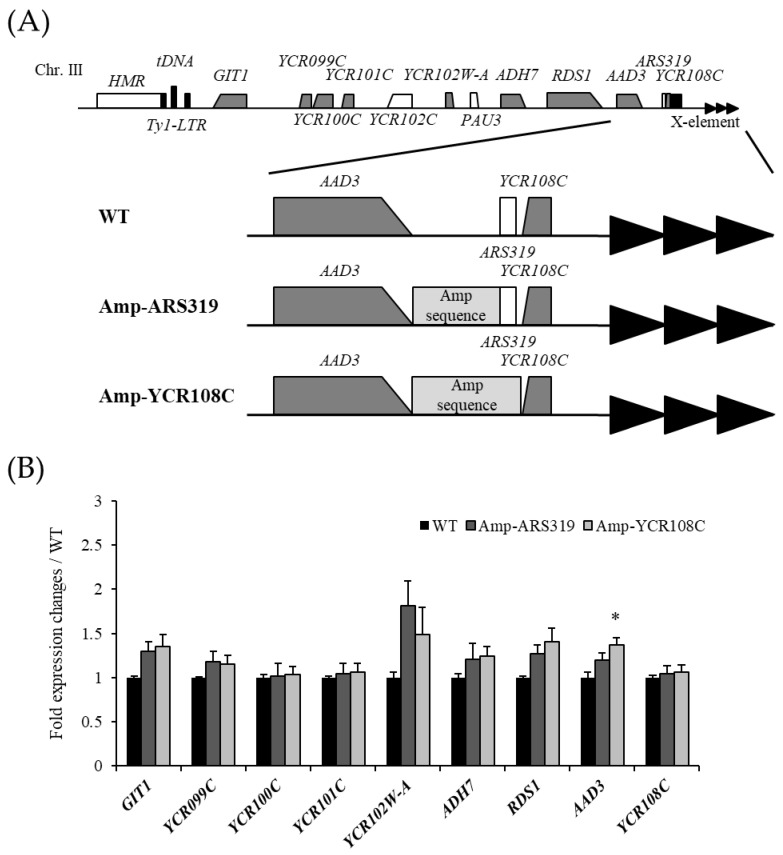
The boundary formation is DNA sequence-independent at the Chr III right telomere. (**A**) Gene map of Chr IIIR in Amp-ARS319 and Amp-YCR108C strains. (**B**) Expression level of Chr IIIR genes in Amp-ARS319 and Amp-YCR108C strains by RT-qPCR. Asterisks mean *p* < 0.05 compared with WT (Student’s *t*-test). Error bars show standard errors calculated from three independent experiments.

**Figure 5:**
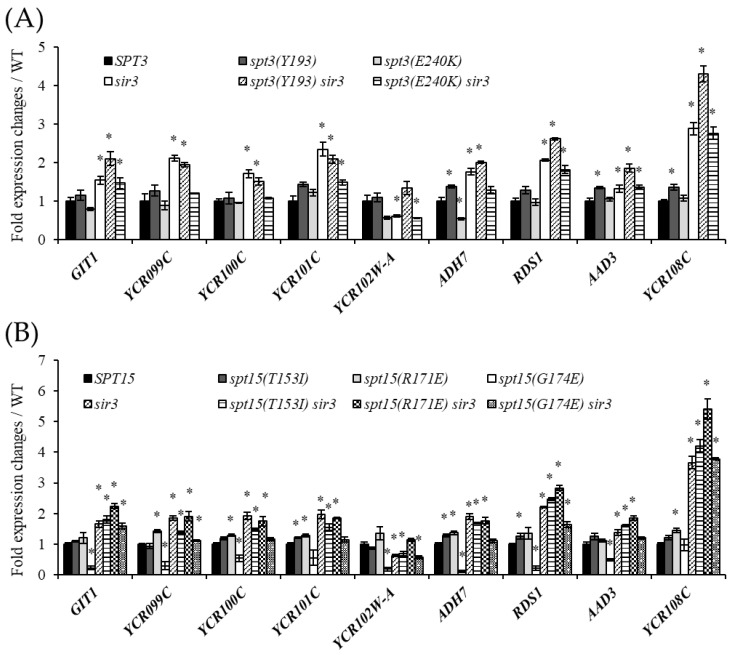
Interaction between Spt3 and TBP is important for boundary formation. (**A**,**B**) Transcription level at Chr IIIR genes in *spt3* mutant strains and *sir3Δ* strains (**A**) and in *spt15* mutant strains and *sir3Δ* strains by RT-qPCR (**B**). Asterisks represent *p* < 0.05 compared with the WT (Student’s *t*-test). Error bars show standard errors calculated from three independent experiments.

**Figure 6:**
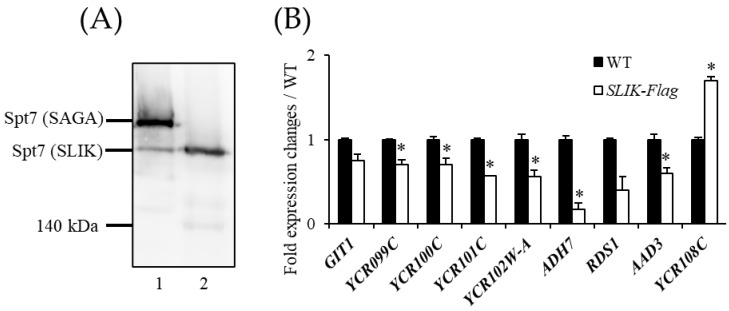
The SLIK complex is not sufficient for boundary formation. (**A**) Western blot analysis of protein extracts from strains producing Flag-Spt7 (lane 1) or SLIK-specific Spt7-Flag (lane 2). A 6% acrylamide gel was used for protein fractionation. Flag-tag was detected by an anti-Flag antibody. (**B**) Expression level of Chr III genes in the SLIK-Flag strain by RT-qPCR. Asterisks represent *p* < 0.05 compared with the WT (Student’s *t*-test). Error bars show standard errors calculated from three independent experiments.

**Figure 7:**
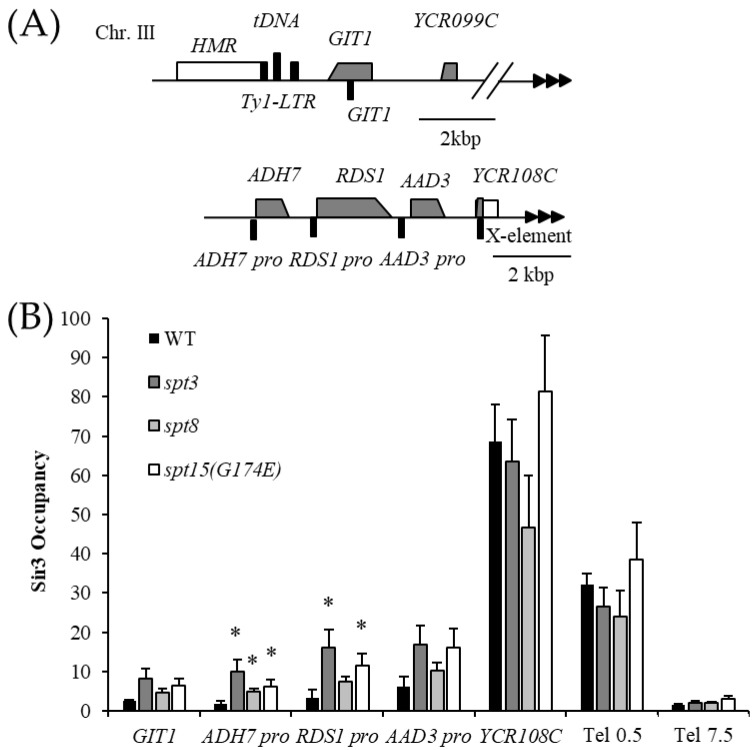
Silencing region was spread in *spt3Δ*, *spt8Δ*, and *spt15* mutants. (**A**) Primer position for the ChIP assay. Black bars mean primer positions. (**B**) Occupancy levels of Sir3 in WT, *spt3Δ*, *spt8Δ,* and *spt15(G174E)* strain. Asterisks mean *p* < 0.15 compared with WT (Student’s *t*-test). Error bars show standard errors calculated from three independent experiments.

**Table 1:** Yeast strain list.

Strain No.	Genotype	Source
FUY 837	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0*	This study
FUY 1621	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 spt3* *Δ::KanMX*	This study
FUY 1622	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 spt8* *Δ::KanMX*	This study
FUY 1624	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 sir3* *Δ::HphMX*	This study
FUY 1657	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 spt3* *Δ::KanMX sir3* *Δ::HphMX*	This study
FUY 1658	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 spt8* *Δ::KanMX sir3* *Δ::HphMX*	This study
FUY 1662	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 SPT3::3xFlag-SPT3*	This study
FUY 1663	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 SPT7::3xFlag-SPT7*	This study
FUY 1664	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0 SPT8::3xFlag-SPT8*	This study
FUY 1665	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *TBP(SPT15)::3xFlag-TBP(SPT15)*	This study
FUY 1757	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt3* *Δ::Flag-spt3(Y193C)*	This study
FUY 1758	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt3* *Δ::Flag-spt3(E240K)*	This study
FUY 1759	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(T153I)*	This study
FUY 1760	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(R171E)*	This study
FUY 1761	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(G174E)*	This study
FUY 1762	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt3* *Δ::Flag-spt3(Y193C) sir3* *Δ::HphMX*	This study
FUY 1763	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt3* *Δ::Flag-spt3(E240K) sir3* *Δ::HphMX*	This study
FUY 1764	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(T153I) sir3* *Δ::HphMX*	This study
FUY 1765	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(R171E) sir3* *Δ::HphMX*	This study
FUY 1766	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt15* *Δ::Flag-spt15(G174E) sir3* *Δ::HphMX*	This study
FUY 1840	*MATa his3* *Δ1 leu2* *Δ0 met15* *Δ0 ura3* *Δ0* *spt7* *Δ::SPT7(1-1141)-3xFlag*	This study

**Table 2:** Primer list for qPCR.

Primer No.	Sequence
832-GIT1/YCR098C-F	CCAAAAGAGGTGGTATCCTGGTT
833-GIT1/YCR098C-Rv	TGGACCACCGAAGGCTAGTG
834-YCR099C-F	AATGCAAAAAGCCCATGGAA
835-YCR099C-Rv	CTCTCCCTCAGGATTTTTTCACA
837-YCR100C-C	GGGCCACCCTCCATGTTAG
838-YCR101C-F	TGGGAAACGGTCAAAGAAATTG
839-YCR101C-Rv	CCATGGAAAGGATCAACAGTAAATC
842-YCR102W-A-F	GAGGAAAAGTTTGGAAGAACAAAAA
843-YCR102W-A-Rv	CTCCCCGTAAAGAATGCTTGAT
852-AAD3/YCR107W-F	GCGCCTCCGAACAAACAG
853-AAD3/YCR107W-Rv	AGCAATCTTGGCCAATGCTT
854-YCR108C-F	CCATGGCCCATTCTCACTAAA
855-YCR108C-Rv	CAAGTGCCGTGCATAATGATG
1503-836-YCR100C-F	CGATCGGAAGGACCGAAAA
1707-851-RDS1/YCR106W-2Rv	GGACATAGCGGTATTGGCTTTT
1708-oki264 GIT1-F	TGGATGTGCGTACGACCAAT
1709-oki265 GIT1-Rv	ACCTGGTCCAGCATTACCTAACA
1719-847-ADH7/YCR105W-Rv	TCTCCGCTTTCCATCCTTGT
2882-846-ADH7/YCR105W-F	AAACTTCCGATCAGCGAAGAAG
2883-850-RDS1/YCR106W-2F	GCCAGATGGAGGATGCAGTT

**Table 3:** Primer list for ChIP.

Primer No.	Sequence
854-YCR108C-F	CCATGGCCCATTCTCACTAAA
855-YCR108C-Rv	CAAGTGCCGTGCATAATGATG
1708-oki264 GIT1-F	TGGATGTGCGTACGACCAAT
1709-oki265 GIT1-Rv	ACCTGGTCCAGCATTACCTAACA
3055-AAD3(-1)-R	TTTAAGCACGATGGATATGCTTC
3056-AAD3(-82)-F	CTTTTGCTGGTTTCGATGATG
3061-RDS1(-1)-R	CAGAGCATTTCAGCAGCCAA
3062-RDS1(-93)-F	GACATCATTACTAATAATGTTACTC
4827-ADH7 pro 1 F	CGGCCGCATAATAAAATGGA
4828-ADH7 pro 1 Rv	TCTACTCAGAGTTTTGGTGCTCAATT
4850-tel(VI)0.5(F)	CCTTTTTTGATATAACTGTCGGAGAGT
4851-tel(VI)0.5(Rv)	TCCGAACGCTATTCCAGAAAGT
4852-tel(VI)7.5(F)	TGTAGACTTCCCACTGTATTTGAATGA
4853-tel(VI)7.5(Rv)	CGTGAAAGTTCAGCGCAACA

## Data Availability

Experimental data of microarray from this study are deposited in the NCBI Gene Expression Omnibus database. This data (accession number GSE220290) can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220290 (accessed on 20 February 2023).

How the deposited data were processed for this re-analysis (not part of the article)

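Total RNA of WT, *spt3Δ* and *spt8Δ* yeast, with 1 array per strain and no replicates, was amplified with the 3′ IVT Express kit and hybridized to Affymetrix Yeast Genome 2.0 arrays. The authors processed the scans with Microarray Suite at its default settings, and the submitters' processing notes name MAS5 and Affymetrix Expression Console, whose versions are not given in the sources used here. The deposited intensity values are 1 background-corrected signal per probe set on a linear scale, scaled by the authors so that the mean, trimmed by 2% at each end, is nearly equal on the 3 arrays. They were not log transformed or divided by WT, and detection calls were not used here. This scaling fixes the mean over all probe sets, those of *S. pombe* included, and does not fix the median of the *S. cerevisiae* genes, whose signal medians were 430 in WT, 508 in *spt3Δ* and 461 in *spt8Δ*.

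Of 10928 probe sets, 7245 had a gene name in the platform annotation, 1 of these had several genes and was left out, and 3683 were unnamed. The named probe sets comprised 5498 for *S. cerevisiae* and 1746 for *S. pombe*, and 12 gene symbols were updated through the R64 gene table. Log2 signals of probe sets of 1 gene were averaged, which gave 5449 genes, 47 of them with several probe sets and 125 with a probe set that the array's design shares between genes. The median range of log2 ratios between probe sets of 1 gene was 0.21 in *spt3Δ* and 0.20 in *spt8Δ*. Background was the 95th percentile of the *S. pombe* probe sets of the same array; 5373 genes were above it on at least 1 array and 5268 on all 3. The number of arrays limits the precision, and no p-value or standard error between strains was computed.

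A gene was called lower or higher when its log2 ratio lay more than 2 SD from the mean of all genes, following the paper, with no filter on low signal since the paper's text does not name one. The plan was to take genes within 30 kb of a chromosome end as subtelomeric and within 20 kb for single arms. The positions at hand were of the R64 assembly, and no assembly is named for those of the study, so the fallback fixed before the data were examined, the 8 outermost probed genes of each arm, served as the subtelomere; it was extended to the single arms, for which no fallback had been fixed. Gene order came from R64. Shares of subtelomeric genes have exact binomial intervals, which cover counting error only. Medians of gene lists and arms were placed among 10000 random lists of the same size, drawn from 20 bins of mean log2 signal, and subtelomeric shares among random lists matched in the same way. These percentiles describe these arrays and are not tests between strains. The overlap and correlation of both mutants were set beside 200 simulations of unchanged arrays against the 1 WT array, whose noise was assumed to be equal on all arrays and was taken from the spread of the *spt8Δ* ratios, since no replicate measures it.

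Before the data were examined, the calls, the alternatives, 22 gene lists and the rule for named genes were fixed. The lists were Chr IIIR genes of Figure 3A, SAGA and SLIK subunits, silencing factors, TBP and its regulators, stress response, a-specific, alpha-specific, haploid and mating genes, auxotrophic markers, sporulation, phosphate, seripauperin, *COS*, aryl-alcohol dehydrogenase, hexose transporter and flocculation genes, the iron regulon, thiamine genes, Gcn4 amino acid genes, glycolysis, ribosomal proteins and ribosome biogenesis. A list of sulfate assimilation genes was added after the values were seen. Named genes were, for each mutant, the 10 lowest and the 10 highest ratios among genes above background on the brighter array, *SPT3*, *SPT8*, every gene the paper names, up to 4 members of each list with the largest ratios, and the genes past the threshold on the arms named. Other genes, chiefly further members of these lists, were picked after their values were seen, among them *NDJ1*.

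Alternatives fixed in advance were genes above background only, quantile and loess normalization (span 0.3), 50 added to each signal, thresholds of 2-fold or of 2 robust SD (1.4826 times the median absolute deviation), leaving out multigene families, and the genes of Figure 3A for Chr IIIR. Added after the data were seen were raising signals below background to it, leaving out shared probe sets, 5 or 12 outermost genes, the random lists for shares with 50 added, and the comparison of fold sizes among genes 2-fold lower in both mutants. Tests of technical explanations were partly set after results were seen: the median of the whole subtelomeric group was added after the test on the share of lower calls had come out undecided, and both are reported; the noise test on the mean range between probe sets of 1 gene was joined by one on the median range, which left it undecided.

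The steps were tested on simulated arrays with 5449 genes before use. Of 100 genes changed 2-fold, 69.0% were recovered and of 100 changed 4-fold, 100% were, with 111 false calls among 5249 unchanged genes. The simulated noise came from a robust spread of the *spt8Δ* ratios. In the data the thresholds of *spt3Δ* were 0.417-fold and 2.78-fold. A 2-fold change lies within them, so the 69.0% does not apply to the *spt3Δ* calls. The thresholds of *spt8Δ* were 0.533-fold and 2.02-fold, and a 2-fold increase lies within them too. The 69.0% was found with thresholds set on the simulated ratios and does not carry over to the *spt8Δ* calls either. A list of 48 genes shifted by −0.5 on the log2 scale lay at percentile 0, and 5% of 100 unshifted lists fell under the 5th percentile. The gene ontology analysis, the one-sample *t*-test over genes of an arm and Fisher's test were not repeated. Calculations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.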

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

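The tests of scaling, of shared probe sets and of the share of lower calls were set before their results were seen, whereas those on the median of the whole subtelomeric group, on probe sets of 1 gene, on *S. pombe* probe sets and on the phosphate list were chosen afterwards. The whole-group median was added when the share of lower calls had come out undecided. The *S. pombe* ratio was first read as excluding noise and the mean range between probe sets of 1 gene as fitting it; with the median range added, noise is now read as undecided.

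Compared with all genes, subtelomeric genes made up a larger share of lower genes in both mutants, and of higher genes too (13.2% in *spt3Δ*, 16.9% in *spt8Δ*). Probe sets shared between near-identical copies are argued against as the whole cause of the share of lower genes. Without them and without multigene families, it was 22.1% of 140 lower genes in *spt3Δ* (exact 95% interval 15.6 to 29.9) and 15.8% of 114 in *spt8Δ* (9.63 to 23.8), against 3.65% of all genes left. That 3.65% is not matched on signal. In the main setting random lists of like signal held 6.71% to 15.4% in *spt3Δ* and 5.17% to 15.5% in *spt8Δ* in their central 95%, and the latter range overlaps the *spt8Δ* interval. Scatter at low signal has no direction, and the medians of the whole group, −0.24 in *spt3Δ* and −0.092 in *spt8Δ*, lay below every random list of like signal. The share of lower calls alone did not decide this, since the highest random shares, 20.1% and 20.7%, lie within the intervals of the observed shares. An effect of the deletions near chromosome ends may underlie the rest, but with 1 culture per strain a difference between cultures is as open.

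Ratios spread more in *spt3Δ* than in *spt8Δ*, with an SD ratio of 1.42 (bootstrap over genes 1.33 to 1.52). A difference in scaling that depends on intensity is argued against as the whole cause, since the SD ratio was 1.38 after loess normalization. A noisier *spt3Δ* array could account for it, but the values do not decide: in 40 genes above background with several probe sets, log2 ratios of probe sets of 1 gene differed by a mean of 0.40 in *spt3Δ* and 0.29 in *spt8Δ*, a ratio of 1.37 (interval 1.08 to 1.68), but by a median of 0.17 and 0.19, a ratio of 0.881 (0.655 to 1.65), with 27 of the 40 further apart in *spt3Δ*. Over *S. pombe* probe sets the SD ratio was 1.03, but these lie at background, where noise on bright genes would not show. A larger effect of losing Spt3 is open too and was not tested.

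Phosphate genes, which the paper does not discuss, were lower in both mutants: 13 of 13 measured genes had ratios below 0, 7 were past the threshold in each, and the median log2 ratio was −2.19 in *spt3Δ* and −1.02 in *spt8Δ*, below every random list, and −0.62 and −1.01 with 50 added to each signal, since the middle gene in *spt3Δ*, *GIT1*, is dim. *GIT1* is also a Chr IIIR gene of Figure 3A, with log2 ratios of −2.19 in *spt3Δ* and −0.20 in *spt8Δ*. The medians of the mutants therefore fall on different genes. *PHM8*, a phosphatase gene induced by phosphate starvation, was 4.92-fold lower in *spt3Δ* and 4.12-fold lower in *spt8Δ*. The WT culture, shared by both comparisons, could have been short of phosphate, in which case the mutants should not differ from each other. The median ratio of *spt3Δ* over *spt8Δ* was −0.20 (percentile 1.03; central 95% of random lists −0.17 to 0.21), with 8 of 13 genes below 0, which is outside the random range and nearer to 0 than the medians to WT, so it does not decide. A dependence of these genes on Spt3 and Spt8 stays open as well and cannot be told apart from the state of the 1 WT culture.

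*IMD2*, read by a shared probe set, had a log2 ratio of −3.03 in *spt3Δ* and 1.19 in *spt8Δ*, opposite directions whose difference was not tested. *NDJ1*, a meiotic telomere gene, had −1.27 and 1.16, again with the difference not tested. Alpha-specific genes, for which the paper reports no array values (its introduction cites lower transcription of a- and α-factor genes without *SPT3*), had medians of −1.33 in *spt3Δ* (percentile 0.01) and −0.56 in *spt8Δ* (percentile 0.07), with *SAG1*, the alpha-agglutinin, 5.25-fold and 1.95-fold lower and *MF(ALPHA)2*, an alpha-factor gene, past the lower threshold in *spt3Δ* at 3.14-fold. *SER3*, which the paper does not discuss, had 4.20 and 4.03, among the highest ratios above background in both mutants.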

How the results depend on the processing

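Raising signals below background to it, leaving out shared probe sets and the use of 5 or 12 outermost genes were chosen after the data were seen. No paired analysis was possible because there is 1 array per strain. The 20 kb and 30 kb distances were not run, and the 8 outermost genes, listed as an alternative to a distance, became the main setting. Signal over background limits the dim genes: 17 of the 149 genes lower in *spt3Δ* and 13 of the 116 in *spt8Δ* were above background on neither array. Under the alternatives fixed in advance the subtelomeric share of lower genes ran from 17.7% to 27.6% in *spt3Δ* and from 10.3% to 21.8% in *spt8Δ*, above that of all genes in each; the lowest, with 50 added to each signal, stood against 1.36% to 7.48% (*spt3Δ*) and 1.47% to 8.09% (*spt8Δ*) in random lists of like signal in that setting. Unless a construction is named, the cause of a difference was not tested.

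With genes above background only, the SD ratio of *spt3Δ* over *spt8Δ* was 1.54 and the Chr IIIR median in *spt3Δ* −2.79. With 50 added to each signal, which draws ratios of dim genes toward 0 by construction, the subtelomeric shares were 17.7% (*spt3Δ*) and 10.3% (*spt8Δ*), 59 genes were higher in *spt8Δ*, the SD ratio was 1.56, r was 0.76, the stress response median in *spt3Δ* −0.18 and the Chr IIIR median in *spt3Δ* −0.70; lower genes made up 69.7% of the calls in *spt8Δ*, against 56.6% in the main setting. The 2-fold threshold, nearer to 0 than 2 SD in *spt3Δ*, gave 229 lower and 226 higher genes there, and the lower genes made up 50.3% of the calls against 73.8%. The robust SD, a smaller one, gave 265 lower and 96 higher genes in *spt3Δ*, 306 and 220 in *spt8Δ*, and 175 lower in both.

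With signals below background raised to it, the SD ratio was 1.54 and r 0.72; these ratios turned: XVL in *spt8Δ* 0.051, *PTH1* in *spt3Δ* −0.095, *YJR154W* in *spt3Δ* −0.020, *YML083C* in *spt8Δ* 0.016 and *YOL164W-A* in *spt8Δ* 0.051, where signals near background leave no measured direction. Without shared probe sets, the Chr IIIR median in *spt3Δ* was −2.79 and that of VIL in *spt3Δ* turned to 0.12. Over 5 outermost genes, which are fewer by construction, the shares were 18.1% (*spt3Δ*) and 12.9% (*spt8Δ*), the Chr IIIR median in *spt3Δ* was −3.43 and XR in *spt8Δ* turned to 0.12. Over 12 genes the Chr IIIR median in *spt3Δ* was −1.59, and IIL (0.034), IXL (0.0078) and XIL (0.072) turned in *spt8Δ* and VIL (0.031) and XVIR (0.099) in *spt3Δ*. Counting each result once per setting, and apart from the 8 arm medians and 4 gene ratios given above as turned, the 64 medians of single arms in both mutants moved by more than 1 SD of random lists in 66 cases and did not in 438, and the 398 ratios of named genes moved by more than 1 SD of all genes in 170 cases and did not in 2125.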

Differences from the paper's values

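Subtelomeric genes higher than WT by more than 2 SD in *spt3Δ* numbered 7, against the paper's value of about 4 in Fig. 2A, read by eye; the paper counts genes within 30 kb of the ends, and here the 8 outermost probed genes of each arm were counted. With genes above background only, an alternative set before the data were examined, the count was 4 and does not differ. The other alternatives set before the data were examined do differ, with 10 under quantile normalization, 9 under loess normalization, 1 with 50 added to each signal, 11 at 2-fold, 9 with a robust SD and 7 without multigene families. The 149 lower genes in *spt3Δ* equal the paper's count, but the cut was 0.417-fold here and 0.46-fold there. The genes need not be the same, and 38 here against 46 in the paper were subtelomeric. In *spt8Δ*, 116 genes were lower at 0.533-fold (23 subtelomeric), against the paper's 143 at 0.59-fold (25 subtelomeric).

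The paper states that nearly the same genes differed in *spt3Δ* and *spt8Δ*. Here 71 genes were lower in both, of 149 and 116, and 32 were higher in both, of 53 and 89. Other values lie the paper's way, and each is given beside that of simulated unchanged arrays with a shared WT array. Of the shorter list, 61.2% of lower and 60.4% of higher calls were shared, against 37.4% of either in the simulation. The correlation r was 0.64, against 0.50 (0.52 over *S. pombe* probe sets). Of the 149 genes lower in *spt3Δ*, 127 (85.2%) had a ratio below 0 in *spt8Δ*, against 81.3%. The simulated values follow from noise assumed to be equal on all arrays, and a noisier WT array would raise them, so these comparisons do not decide.

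The paper states that Chr IIIR genes varied in *spt8Δ* as well, and names repression there and on VIIR, IVL and IXL. For Chr IIIR it also rests on RT-qPCR, with a smaller effect in *spt8Δ* than in *spt3Δ*, and on Sir3 ChIP. Those measurements are not covered by the arrays. The RT-qPCR genes *YCR100C* and *YCR102W-A* had no probe set named for them. Of the 8 outermost probed genes of Chr IIIR, 5 had a ratio below 0 in *spt8Δ* and 0 were past the lower threshold, with a median of −0.15 at percentile 24.2. With a robust SD, 2 of the 8 were past it, *YCR102C* and *ADH7*, whereas 0 were with genes above background only, quantile or loess normalization, 50 added or a 2-fold threshold. On VIIR the median was 0.011, at percentile 68.9, with 0 genes past the lower threshold in these settings. For single arms the paper took genes within 20 kb and a one-sample *t*-test, so its gene sets and measure are not those used here. On IVL and IXL the medians were −0.19 and −0.17, below 0 as the paper has it, at percentiles 4.08 and 2.48. With settings chosen after the data were seen, the medians over 5 outermost genes were −0.55 on IVL, −0.30 on IXL and 0.24 on VIIR, while IXL gave −0.0093 without shared probe sets and 0.0078 over 12 genes. Without shared probe sets IVL kept 4 of its 8 genes, with a median of −0.17 and 0 past the lower threshold.

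All 7 arms that the paper lists for *spt3Δ* were among the 11 arms lowest against random lists here. The paper picked them on these same arrays, so this is not independent evidence.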

Other observations

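Of 14 genes of the iron regulon, 13 had lower signals in *spt3Δ* (median log2 ratio −0.80, percentile 0 of random lists), with *ENB1* and *FIT2*, a cell wall protein of siderophore uptake (3.56-fold lower), past the threshold; in *spt8Δ* the median was 0.22 (percentile 96.0), and *HMX1*, a heme oxygenase gene, was 3.01-fold higher. Thiamine genes (13 measured) had medians of −0.54 (percentile 0) and −0.12 (percentile 1.50), or −0.87 and −0.24 after loess normalization. Among them *PHO3*, a phosphatase gene regulated by thiamine, was 5.15-fold and 3.76-fold lower, and *SNZ3* (shared probe set) was 2.88-fold lower in *spt3Δ*. Amino acid genes under Gcn4 (21 measured) had medians of −0.037 (percentile 31.9) and −0.24 (percentile 0.01), with 0 past the threshold in *spt3Δ* and *ARG1* and *ARG3* lower in *spt8Δ*. Sulfate assimilation genes, a list chosen after the values were seen, were all 15 above WT in both mutants, with medians of 1.67 and 0.75 (1.28 and 0.45 with 50 added to each signal) and 8 and 5 past the threshold; *MET2* was 4.18-fold, *MET16* 3.95-fold and *MET14* 3.53-fold higher in *spt3Δ*. These medians kept their sign under the scaling alternatives. The differences between the mutants were not tested.

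Of 12 haploid and mating genes, 8 were below and 4 above WT in each mutant, with 3 past the lower threshold in *spt3Δ*, 2 in *spt8Δ* and medians of −0.27 in both (percentiles 0.28 and 0; −0.60 and −0.38 after loess normalization, −0.22 and −0.13 with 50 added to each signal): *PRM1*, of cell fusion, 8.73-fold and 3.17-fold lower, *AGA1*, an agglutinin subunit, 4.30-fold and 2.07-fold lower and *FUS1*, of cell fusion, 3.95-fold lower in *spt3Δ*. The a-specific genes (7) had medians of −0.71 (percentile 4.07) and −0.11 (percentile 33.3). These were −0.48 and 0 after quantile normalization and −0.19 and −0.035 with 50 added to each signal. In *spt3Δ*, *AGA2* (at least 2.18-fold) and *ASG7* (at least 1.19-fold) were lower. Their WT signals, 14.6 and 7.97, lay near the WT background of 7.17, so these drops say little about regulation of a-specific genes. In *spt8Δ* 4 of the 7 were below and 3 above WT, with 0 past the threshold. Sporulation genes (12) had medians of 0.26 (percentile 87.6) and 0.17 (percentile 76.9), and of 0.066 and 0.071 with 50 added to each signal; *SPS4* was 4.29-fold and 2.25-fold higher and *SPS2* and *SPR3* lay near background, while *SPO11*, of meiotic recombination, was 2.62-fold lower in *spt3Δ*.

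Silencing factors (15) had 0 genes past the threshold in either mutant, with medians of 0.25 (percentile 41.6) and −0.055 (percentile 3.82); these were −0.015 and −0.13 after quantile normalization. *SIR2* was 1.83-fold lower in *spt3Δ* and 1.17-fold lower in *spt8Δ*, *SIR3* 1.32-fold and 1.02-fold higher and *SIR4* 1.67-fold and 1.26-fold higher, all within the thresholds. Of 20 SAGA and SLIK subunits, *SPT3* and *SPT8* alone were past the threshold, each in its own deletion strain, and the medians were 0.53 (percentile 98.8) and 0.14 (percentile 77.5), or 0.35 and 0.061 after quantile and 0.25 and 0.035 after loess normalization. TBP and its regulators (10) had medians of 0.53 (percentile 98.0) and 0.10 (percentile 50.0), which were 0.30 and −0.00084 after loess normalization. *SPT15*, the TBP gene, was 1.53-fold and 1.37-fold higher, within the thresholds. *BDF1* was 2.33-fold lower in *spt3Δ*, within the threshold, and 2.88-fold lower in *spt8Δ*, past it.

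Ribosomal protein genes (127) had 0 past the threshold and medians of −0.33 (percentile 22.8) and −0.21 (percentile 1.34), which turned to 0.018 and 0.0097 after quantile normalization. Ribosome biogenesis genes (22) had medians of 0.25 (percentile 98.2) and 0.15 (percentile 94.6; 0.11 after loess normalization), with 0 past the threshold. Glycolysis genes (15) were all below WT, with medians of −0.43 (percentile 3.14) and −0.25 (percentile 7.83), which were −0.10 and −0.034 after quantile normalization, and *TDH1* 3.49-fold lower in *spt3Δ*.

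The strain markers bear on the background that the labels and Table 1 give differently. *LYS2* was not above background on any array, and *MET17* (*MET15*) had signals of 6686 in WT, 7739 in *spt3Δ* and 8377 in *spt8Δ*. The alpha-specific genes *MF(ALPHA)1* (9816, 6835 and 7083) and *STE3* (3727, 1859 and 2544) were far above background. The a-specific genes *STE2* (48.3, 29.5 and 50.7) and *MFA1* (28.6, 16.5 and 30.3) were above it but far dimmer. These signals, alike on all arrays, argue against the *MATa met15Δ0* genotype of Table 1 for the arrayed cells and go with the BY4742 of the labels. Of 5 auxotrophic markers, 3 were above background on at least 1 array; the medians of all 5 were 0.21 (percentile 84.5) and 0.33 (percentile 89.6), and those of the 3 were 0.73 and 0.33. *LEU2*, deleted in the strains of Table 1, had a WT signal of 9.50, near background, so its ratio in *spt8Δ*, 3.57-fold higher and past the threshold (log2 ratio 0.50 with 50 added to each signal), cannot be read as *LEU2* expression.

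The neighbors of *SPT3* and *SPT8* on the chromosome were not past the threshold in the strain that lacks the gene. *HIS3* and *TRP3*, named in the paper's introduction, were 1.66-fold and 1.38-fold higher in *spt3Δ* and 1.12-fold and 1.16-fold higher in *spt8Δ*, within the thresholds. The strains of Table 1 carry *his3Δ1*, so the *HIS3* signal may come from a mutant allele and cannot be read as expression of the intact gene. *CHA1* was 1.66-fold lower in *spt3Δ* and 1.60-fold lower in *spt8Δ*, also within the thresholds.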
